A study of Mus musculus with 9 samples. Its data were reported in "Critically short telomeres derepress retrotransposons to promote genome instability in embryonic stem cells" (2023).

How the data were processed

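RNA of mouse ESCs was sequenced in 9 libraries, 3 each of WT, G1 Terc-/- and G4 Terc-/- cells. Per the labels, total RNA was made into libraries with the TruSeq RNA kit after feeder cells had been removed, and processing used FastQC 0.11.9, STAR 2.5.3a, featureCounts and the mm10 assembly. The estimated count values, as deposited by the authors, are raw expected counts per single TE copy, with 55092 copies holding a value that is not whole, so reads shared between copies had been divided in a way that the labels do not describe. The signal values were made by the authors from the rounded raw counts by division by 1 size factor per library, and were used only for a check of this relation. The table held 623916 copies of 1034 repeat names, 828 of them on unplaced scaffolds, and no rows for genes. Columns named Control were taken as WT.

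Copies were placed against the GENCODE M21 annotation with 55536 gene models. A copy counted as exonic when at least 0.5 of its length lay in exons, else as intronic, near a gene (within 5000 bp) or far from genes. Distal chromosome ends were taken from the last annotated repeat or gene, since no genome sequence was used here. Copies near the start of a chromosome also counted as near an end. Counts were tested for single copies, for subfamilies (the sum over all copies of a repeat name) and for genes (the sum over copies in the exons of a gene). The gene level was added after the data were seen, and it stands in for the planned test of gene rows.

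Counts were rounded, filtered with filterByExpr, scaled by TMM on whole-table totals and fitted with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood over all 9 libraries without a block for the replicate number. The contrasts were G4 against WT, G1 against WT and G4 against G1. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg within a level and contrast, and calls were made at an adjusted p under 0.05, with the number past a fold of 2 beside them. The SE is the log2 fold change over the square root of the F statistic, and common dispersions were 0.0191 for copies, 0.0022 for subfamilies and 0.0095 for genes. CPM values are TMM scaled, and log2 CPM used a prior count of 2.

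Lists of repeats and genes were fixed before the data were examined, as were the contrasts, the tests and the rule for naming. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and again with an estimated correlation, for lists with at least 3 tested members. The repeat lists were young LINE-1, older LINE-1, MERVL, IAP, ETn and MusD, MMERVK10C, other ERVK, ERV1, MaLR, B1, B2, B4 and satellite repeats, and the ERVB3, ERVB4 and IAPEY list and the L1MdGf and L1MdTf list taken from the study. Some lists overlapped. RLTR13G was in both the ERV1 and the other ERVK list, and L1Md_T and L1Md_Gf were in both the young and the older LINE-1 list. The gene lists were telomerase and shelterin, 2-cell-like, general and naive pluripotency, primed pluripotency, primitive endoderm, mesoderm, neuroectoderm, trophectoderm, feeder fibroblast, p53 targets, DNA repair, apoptosis, inflammatory and interferon, piRNA pathway, H3K9 methylation, DNA methylation, germline genes, imprinted genes, cell cycle, and genes the study named beside LINE-1 insertions. Enrichment near chromosome ends was tested for copies within 1 or 20 Mb of an end with Fisher's exact test per repeat class and direction, adjusted over the tests of a comparison. Chromosomes were tested with camera and described in windows of 10 Mb.

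Subfamilies were named by the 8 largest rises and falls in G4 against WT, and 4 in the other contrasts, among called ones with a mean of at least 50 counts per library and no overlap between the 3 libraries of each group, which chance gives for 10% of features. Copies were named by the 4 largest rises and falls and genes by the 10 largest, with up to 3 members of each list, and with Terc, Ret, Ostf1 and the repeats that the study names. The alternatives were DESeq2 1.42.0 size factors, library totals, the Wald test of DESeq2, looser filters, a block for the replicate number, fits of 2 groups, a fold rule, a fold over 2 with an unadjusted p (the study's rule for genes and single copies, applied here to every level), leaving out each library, clusters of copies within 10 kb, the distal end alone, and an estimated correlation. Alternatives added after the data were seen were copies over 5 kb from any gene, copies with whole values, copies outside chromosome 6 and chromosomes other than X and Y. Copies with whole values were chosen by their counts in these same libraries, so this subset is not an independent check of a change.

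Library totals ran from 918879 to 1137257 counts, and 439699 copies had fewer than 5 counts in all. The pipeline was tested on simulated data with 200 known changes at each level. Folds of 1.5, 2 and 4 were recovered for 36.2%, 62.2% and 91.2% of changed genes, and 7.53% of calls among copies, 4.28% among subfamilies and 4.65% among genes were false. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.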

Results

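RNA was sequenced from mouse embryonic stem cells (ESCs), the self-renewing cells of the early embryo kept in culture, of the C57BL/6 background. The 9 libraries fell into 3 groups of 3: wild-type (WT) ESCs, and Terc-/- ESCs of generations 1 (G1) and 4 (G4). Terc encodes the RNA template of telomerase, and telomeres shorten over successive generations of mice that lack it. The design asks whether the RNA of transposable elements (TEs), the mobile repeats that fill much of the genome, differs between cells with long and short telomeres. The table analysed here held estimated read counts of 623916 single TE copies on the mm10 assembly, of which 345182 were SINEs, 138195 LTR elements, 116912 LINEs and 23627 DNA transposons. The total of a library ranged from 918879 to 1137257 counts with a median of 992072. Over all 9 libraries, 70.5% of the copies had fewer than 5 counts. Terc itself overlapped 0 of the copies, so the deleted gene could not be measured and the groups rest on the labels. Nothing in the labels says that the replicates were separate cultures, and the study's methods give another number of biological replicates per line than the 3 libraries found here, so n = 3 counts libraries. Line and generation are the same thing in this design, so p-values measure only the spread between these libraries.

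The G4 libraries stood apart from the other 6. The first principal component of log2 CPM (counts scaled to library size) over 13278 tested copies held 62.2% of the variance and separated G4 from WT and G1, and the next component held 9.75% and separated G1 from WT. The mean root-mean-square distance between libraries was 0.633 within WT, 0.62 within G1 and 0.593 within G4 on the log2 scale. It was 0.741 between WT and G1, 1.31 between WT and G4 and 1.18 between G1 and G4. LTR elements took 33.2% ± 0.087 of the counts in WT, 33.7% ± 0.371 in G1 and 30.7% ± 0.45 in G4 (SD, n = 3). SINEs took 47.4% ± 0.154, 46.9% ± 0.368 and 49.6% ± 0.219 in the same order, and LINEs 15.7% ± 0.157, 15.9% ± 0.227 and 16.2% ± 0.218. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom between 1.79 and 4.31 over up to 2640 copies, so no pair was treated as 1 library deposited more than once. This does not tell separate cultures from repeat libraries of 1 culture.

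In G4 ESCs the repeats of the 2-cell embryo were higher than in WT. MERVL-int, the internal part of the endogenous retrovirus that is transcribed in 2-cell embryos, stood at 2063 ± 67.2 CPM in WT and 5337 ± 218 CPM in G4 (SD, n = 3), and its long terminal repeat MT2_Mm at 486 ± 37.8 and 1202 ± 60.4 CPM. The log2 fold changes were 1.37 (SE 0.05, adjusted p = 8.89e-16) and 1.30 (SE 0.07, adjusted p = 1.48e-12) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 8 tested members of the MERVL list 6 rose and 0 fell, and 6 were called when adjusted over the list alone. The list as a whole passed the camera test (adjusted p = 0.0413), with an adjusted p = 0.216 with an estimated correlation. Its adjusted p was 0.0672 without WT 1, 0.0546 without WT 3 and 0.0669 without G4 2. Its member MT2B2 was not called without G4 2 (adjusted p = 0.0686, edgeR). Among copies with whole values MERVL_2A-int was lower in G4 (-0.194, adjusted p = 0.0321, edgeR) and MT2B2 was not called (0.111, adjusted p = 0.167, edgeR). Among copies over 5 kb from any gene MERVL_2A-int (0.296, adjusted p = 0.299), MT2B1 (0.389, adjusted p = 0.0892) and MT2B2 (0.161, adjusted p = 0.672) were not called by edgeR.

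The largest rises among abundant subfamilies in G4 were mostly of endogenous retroviruses, the LTR elements left by ancient viral infection of the germ line. ERVB4_2-LTR_MM rose from 16.6 ± 4.76 CPM in WT to 238 ± 34.9 CPM in G4, and IAPEy-int, of the intracisternal A particle (IAP) group, from 30.8 ± 2.76 to 277 ± 48.0 CPM (SD, n = 3). Their log2 fold changes were 3.82 (SE 0.19, adjusted p = 9.8e-13, edgeR) and 3.17 (SE 0.16, adjusted p = 1.9e-12, edgeR). ERVB3_1-I_MM-int rose by 2.71, RLTR16B_MM by 2.66, Ricksha_c by 2.44, RMER16B2 by 2.17, RLTR34B_MM by 2.07 and MLTR31F_MM by 1.94 on the log2 scale. Most of these sums rested largely on 1 copy. A copy on chromosome 3 from 129758045 to 129763494, in an intron of 6330410L21Rik, held 79.9% of the counts of ERVB3_1-I_MM-int. A copy on chromosome 2 from 104558978 to 104559658, in an intron of Platr14, held 57.9% of those of RLTR16B_MM. The largest copy held 75.4% of the counts of RLTR34B_MM, 59.8% of those of RMER16B2, 54.7% of those of MLTR31F_MM and 46.3% of those of Ricksha_c. It held 40.7% of those of IAPEy-int, on chromosome 9 from 13754622 to 13757339 in an intron of Mtmr2, and 13.6% of those of ERVB4_2-LTR_MM. When only copies with whole-number values were summed, ERVB4_2-LTR_MM had 2.69, RLTR16B_MM 3.51, RMER16B2 1.13 and IAPEy-int 0.95. On the same copies Ricksha_c was at -0.70 and neither RLTR34B_MM (0.02, adjusted p = 0.946, edgeR) nor MLTR31F_MM (0.42, adjusted p = 0.124, edgeR) was called. Among copies over 5 kb from any gene RLTR16B_MM was not called (0.243, adjusted p = 0.78, edgeR) and IAPEy-int had 0.94. On the same copies ERVB4_2-LTR_MM had 3.41 and RLTR34B_MM, with 79.2% of its counts there, had 2.51.

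**Figure D1:**
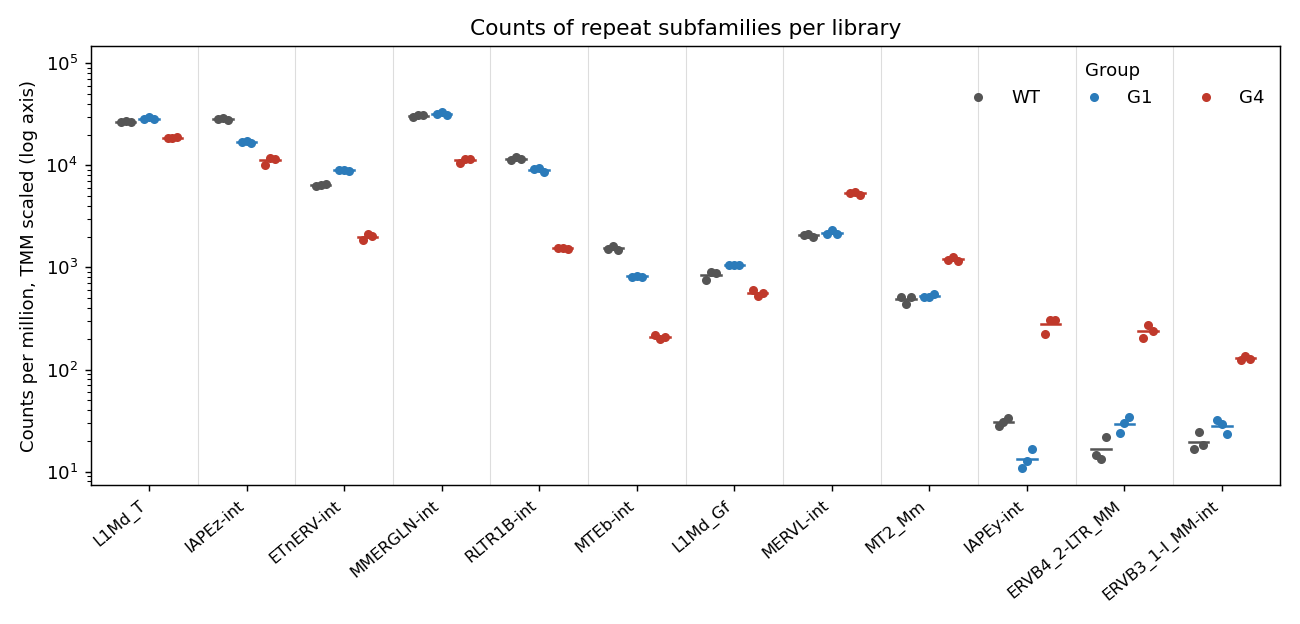
CPM of 12 repeat subfamilies (log axis, TMM scaled) in each library, with 1 point per library and a bar at the mean of the 3 libraries of WT (grey), G1 (blue) and G4 (red). MERVL-int stood at 2063 CPM in WT and 5337 CPM in G4, and IAPEz-int at 28248, 16966 and 11183 CPM in WT, G1 and G4.

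Other abundant repeats were lower in G4. LTR103b_Mam fell from 756 ± 58.4 CPM in WT to 20.7 ± 7.67 CPM in G4, RLTR1B-int from 11639 ± 459 to 1550 ± 16.5 CPM and MTEb-int from 1543 ± 74.8 to 208 ± 8.95 CPM (SD, n = 3). Their log2 fold changes were -5.17 (SE 0.14, adjusted p = 4.45e-17, edgeR), -2.91 (SE 0.04, adjusted p = 7.65e-22, edgeR) and -2.89 (SE 0.07, adjusted p = 2.79e-18, edgeR). Of the counts of LTR103b_Mam 99.5% came from a copy on chromosome 14 from 63199746 to 63199900, in the 3' UTR of Gata4, and of those of MTEb-int 90.9% from a copy on chromosome 14 from 69694010 to 69694554, in the 3' UTR of Loxl2. RMER16-int (-2.01), LTRIS2 (-1.89), IAPA_MM-int (-1.80), ETnERV-int (-1.68) and MMERGLN-int (-1.45) completed the 8 largest falls. The leading copies of RLTR1B-int, RMER16-int and LTRIS2 lay side by side on chromosome X between 164048342 and 164052583, outside any annotated gene. MMERGLN-int stood at 30585 ± 636 CPM in WT and 11230 ± 544 CPM in G4, and 92.9% of its counts came from a copy on chromosome 8 from 121833275 to 121840834 in an intron of Gm20388. IAPEz-int, the most abundant IAP sequence, stood at 28248 ± 617 CPM in WT and 11183 ± 907 CPM in G4 (log2 fold change -1.34, SE 0.04). When only copies with whole-number values were summed, MMERGLN-int (0.14), ETnERV-int (0.41) and RMER16-int (0.41) had a log2 fold change above 0. IAPEz-int had -0.28, MTEb-int -0.41 (adjusted p = 0.0561, edgeR), RLTR1B-int -1.04, LTRIS2 -1.455 and LTR103b_Mam -5.17 on those copies. Such copies held 1.22% of the counts of IAPEz-int, 0.469% of the counts of MMERGLN-int, 1.91% of those of ETnERV-int and 7.85% of those of RMER16-int. Copies over 5 kb from any gene gave larger falls, with IAPEz-int at -2.65, MMERGLN-int at -1.77, ETnERV-int at -2.31 and RMER16-int at -3.12. They held 26.7%, 1.65%, 81.9% and 64.3% of the counts in the same order.

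The repeats that the study names as raised by short telomeres went both ways in these counts, which are of copies in the genome. The study counted families on consensus sequences, and in part in other libraries, so the directions are not a repeat of its test. Of the 18 tested subfamilies of ERVB3, ERVB4 and IAPEY, a list taken from the study and so not independent evidence of its direction, 8 rose and 3 fell in G4 (camera adjusted p = 0.104), and 11 were called when adjusted over the list alone. Beside ERVB4_2-LTR_MM and IAPEy-int, ERVB4_2-I_MM-int (1.89), ERVB3_1-LTR_MM (1.76) and IAPEY_LTR (1.41) rose, while ERVB4_1C-LTR_Mm fell from 1633 ± 85.7 to 1033 ± 94.3 CPM (-0.66, SE 0.06, adjusted p = 2.23e-08, edgeR) and IAPEY4_I-int from 734 ± 68.3 to 310 ± 26.3 CPM (-1.24, SE 0.08, adjusted p = 1.3e-10, edgeR). IAPEY3-int, nearest in name to the IAPEY3_I that the study names, was not called in G4 (-0.03, adjusted p = 0.906, edgeR). In G1 against WT it had -0.51 (adjusted p = 0.0405, edgeR; 0.0585 to 0.208 without WT 2, WT 3, G1 1 or G1 3). The fall of IAPEY3C_LTR in G4 (-0.75, adjusted p = 0.0325, edgeR) was not called without WT 2 (0.157), WT 3 (0.0649), G4 1 (0.0753) or G4 2 (0.0785). When only copies with whole values were summed, ERVB4_1C-LTR_Mm had a log2 fold change of 0.29 and IAPEY3C_LTR of 0.19. Of the others ERVB4_2-I_MM-int (0.514, adjusted p = 0.131), IAPEY4_I-int (-0.52, adjusted p = 0.144) and ERVB4_1B-I_MM-int (0.254, adjusted p = 0.294) lost their call by edgeR on those copies. Among copies over 5 kb from any gene IAPEY_LTR (0.957, adjusted p = 0.154) and ERVB4_1B-I_MM-int (0.047, adjusted p = 0.935) lost it by edgeR. There ERVB4_2-I_MM-int (1.57), IAPEY4_I-int (-2.78) and ERVB4_1C-LTR_Mm (-1.32) kept their call and direction. The young LINE-1 subfamilies L1Md_T and L1Md_Gf, also taken from the study, were both lower in G4. L1Md_T stood at 26883 ± 320 CPM in WT and 18677 ± 83.3 CPM in G4 (-0.53, SE 0.03, adjusted p = 1.14e-12, edgeR), and L1Md_Gf at 839 ± 79.4 and 560 ± 39.2 CPM (-0.58, SE 0.07, adjusted p = 9.57e-07, edgeR). Both were called when adjusted over the list alone. Whole-valued copies, which held 3.41% of the counts of L1Md_T and 5.47% of those of L1Md_Gf, gave -0.34 and 0.20. Copies over 5 kb from any gene, which held 40.6% and 47.6% of the counts, gave -0.78 and -1.07. Of the 7 tested young LINE-1 subfamilies 1 rose and 3 fell (camera adjusted p = 0.357), and 4 were called when adjusted over the list alone.

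Repeat groups fixed before the data were examined were mostly mixed in G4. Of 22 IAP subfamilies 7 rose and 6 fell (camera adjusted p = 0.468), with IAP1-MM_LTR at 2.05 and IAPEz-int at -1.34, and 13 were called when adjusted over the list alone. Of 10 ETn and MusD subfamilies, which belong to a group of mobile mouse retroviruses, 6 rose and 3 fell (adjusted p = 0.357), and 9 were called when adjusted over the list alone. On copies with whole values the falling MMETn-int (1.486) and ETnERV-int (0.414) stood above 0. There the falling ERVB7_1-LTR_MM was not called (-0.114, adjusted p = 0.725, edgeR). Such copies held 0.344%, 1.91% and 4.1% of their counts in that order. On copies over 5 kb from any gene they had -0.993, -2.312 and -2.099. MMERVK10C-int fell by 1.00 on the log2 scale while RLTR10F (1.46) and RLTR10D (1.23) of the same list rose, so that 5 of 11 rose and 2 fell (adjusted p = 0.366), 7 when adjusted over the list alone. On copies with whole values RLTR10F was not called (0.595, adjusted p = 0.316, edgeR) and MMERVK10C-int had -0.34. On copies over 5 kb from any gene MMERVK10C-int had -2.62. Of 46 other ERVK subfamilies 17 rose and 5 fell (adjusted p = 0.0563; 0.0426 without WT 2), led by RLTR9A2 (2.34) and RLTR45-int (1.38), and 22 were called when adjusted over the list alone. The ERV1 list had 32 rises and 21 falls among 107 members (adjusted p = 0.202, and 55 adjusted over the list alone). It shared members such as RLTR13G with the other ERVK list, so these values are not of ERV1 alone. The MaLR list had 27 and 13 among 86 (adjusted p = 0.202, and 40 adjusted over the list alone). The older LINE-1 list had 16 and 30 among 118 (adjusted p = 0.184, and 46 adjusted over the list alone). It also held young subfamilies such as L1Md_T and L1Md_Gf, so the young and older lists are not separate age groups. Among SINEs, 1 of 14 B1 subfamilies rose and 10 fell (adjusted p = 0.104, and 12 adjusted over the list alone). There 2 of 5 B2 subfamilies rose (adjusted p = 0.383, and 2 adjusted over the list alone) and all 3 of B4 fell (adjusted p = 0.202, and 3 adjusted over the list alone), by at most 0.20 on the log2 scale. The B4 member ID_B1 was not called without WT 1 (adjusted p = 0.066, edgeR) and stood at 0.06 when libraries were scaled by their totals. Among copies over 5 kb from any gene all 3 members of B4 stood above 0 and were not called by edgeR. No satellite repeat of the list was among the tested subfamilies.

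Single copies changed by far more than their subfamilies. A pair of RLTR45-int copies on chromosome 4, from 8119333 to 8121780 in an intron of Gm11800 and from 8121774 to 8123961 just beside it, were nearly silent in WT. The former rose by 6.44 (SE 0.40, adjusted p = 9.28e-13, edgeR), from 5 counts in the 3 WT libraries to 487 in G4. It had 0, 4.18 and 0.96 CPM in WT 1, WT 2 and WT 3, so the size of its rise is uncertain. The latter went from 2 counts in the 3 WT libraries to 548 in G4, a depth-adjusted ratio of 260 with a 95% counting interval of 71.7 to 2150. A MuLV-int copy, of a murine leukaemia virus relative, on chromosome 8 from 123426327 to 123434006 in an intron of Def8 went from 2 counts to 471 (ratio 224, counting interval 61.5 to 1850). A MERVL-int copy on chromosome 3 from 96200863 to 96206188 in an intron of Bola1 rose by 5.40 (SE 0.27, adjusted p = 1.48e-14, edgeR). In the other direction, 3 adjoining MTA_Mm copies on chromosome 13, outside any gene, fell to between 0 and 2 counts. MTA_Mm-int from 30499640 to 30500000 had 710 counts in WT, 328 in G1 and 0 in G4, a ratio of G4 to WT of at most 0.00495. MTA_Mm from 30499246 to 30499639 had 544, 252 and 0 counts, a ratio of at most 0.00646. The copy from 30500001 to 30500736 had 1189, 505 and 2 counts, a ratio of G4 to WT of 0.0016 (counting interval 0.000193 to 0.00578). An IAPEz-int copy on chromosome 4 from 117192478 to 117198858, between genes, stood at 1094 ± 34.9 CPM in WT, 363 ± 27.1 in G1 and 2.60 ± 2.33 in G4 (SD, n = 3), a fall of G4 against WT with a log2 fold change of -8.67 (SE 0.22, adjusted p = 1.73e-20, edgeR). Bounds are limits of the 95% counting interval, and intervals and bounds cover counting error only.

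**Figure D2:**
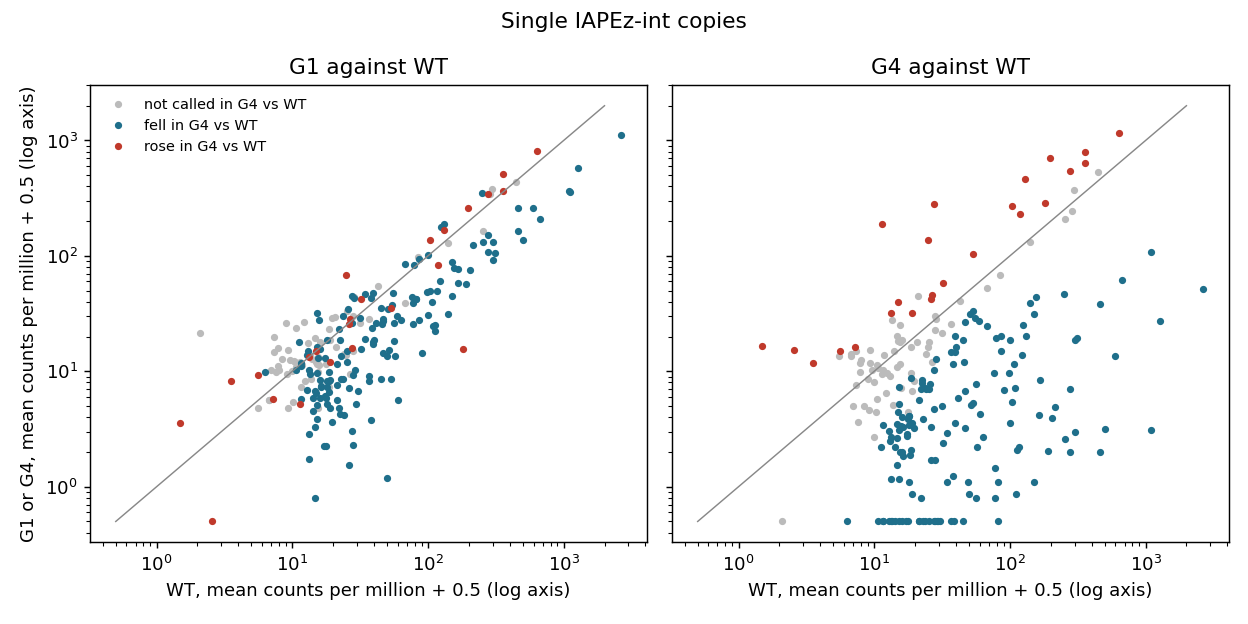
Mean CPM plus 0.5 of the 240 tested IAPEz-int copies (log axes), each point a copy, with G1 against WT on the left and G4 against WT on the right, coloured by the test of G4 against WT. In G4 152 copies fell and 24 rose, and points on the line are equal in both groups.

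Repeats inside exons gave a view of some genes, since a copy in an exon is read along with the gene's own RNA. Of pairs of called copies of different repeats in the exons of 1 gene, 99.2% of 2623 pairs in 637 genes changed in the same direction in G4 against WT. Counts were therefore summed over the copies in the exons of each gene, which left 4584 genes to test. This level was added after the data were seen, and it reads a gene only where a repeat lies in its exons.

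Genes of primitive endoderm, an extra-embryonic lineage of the early embryo, were strongly lower in G4. Gata4, a transcription factor of that lineage, stood at 747 ± 36.1 CPM in WT and 18.8 ± 5.91 CPM in G4 (-5.28, SE 0.14, adjusted p = 7.43e-36, edgeR), Sox7 at 262 ± 26.4 and 7.15 ± 2.68 CPM (-5.18, SE 0.21, adjusted p = 2.51e-27, edgeR) and Col4a2, a basement membrane collagen, at 3502 ± 39.4 and 85.8 ± 9.39 CPM (-5.34, SE 0.08, adjusted p = 4.82e-47, edgeR). Of the 5 tested members of the list 4 fell and 1 rose (camera adjusted p = 0.00368, and adjusted p = 0.0644 with an estimated correlation), and 5 were called when adjusted over the list alone. The other fall was of Pdgfra (-3.01) and the rise of Sparc (2.0), which the naming rule had not picked. Among called genes with a mean of at least 50 counts per library and no overlap between the libraries of the groups, the largest falls were of Tcf23 (-7.16), a helix-loop-helix factor, Srgn (-6.93), the secretory proteoglycan serglycin, and Podxl (-5.59), a cell surface sialomucin, followed after Col4a2, Gata4 and Sox7 by Slco2a1 (-5.00), Adamts9 (-4.44), Parm1 (-4.38) and B3gnt3 (-3.88).

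Genes of pluripotency and of the 2-cell state were higher in G4. Nanog, a core pluripotency factor, stood at 1308 ± 86.9 CPM in WT, 2238 ± 145 in G1 and 3698 ± 355 in G4 (SD, n = 3), with a log2 fold change of G4 against WT of 1.5 (SE 0.07, adjusted p = 6.57e-26, edgeR). Tfcp2l1, a factor of the naive state, rose by 1.65 and Tdgf1, a co-receptor of Nodal, by 1.93 on the log2 scale. Of 8 tested members of the pluripotency list 7 rose and 0 fell (camera adjusted p = 0.000675, and adjusted p = 0.0644 with an estimated correlation), and 8 were called when adjusted over the list alone. All 3 tested genes of the 2-cell list rose (camera adjusted p = 0.00326, and adjusted p = 0.0644 with an estimated correlation), and 3 were called when adjusted over the list alone. Gm5662 had 0 counts in WT and 152 in G4 and was at least 37.1-fold higher. Usp17lc had 0 and 38 counts and was at least 8.93-fold higher. Dppa2, an activator of 2-cell genes, rose by 1.19 (SE 0.14). Gm5662 and Usp17lc belong to families of near-identical genes, so their reads are uncertain. Among called genes with a mean of at least 50 counts per library and no overlap between the libraries of the groups, the largest rises were of 1110002J07Rik (4.52), Calcoco2 (3.95), an autophagy receptor, Slfn9 (3.87), Arl14epl (3.61), Capn5 (3.42), a calpain protease, Lrrc2 (3.26), Jam2 (3.25), a junction protein, Smtnl2 (3.11), 4930461G14Rik (2.79) and Tmem231 (2.65). Over the same libraries 3 of 4 tested markers of fibroblasts, the feeder cells that the labels say were removed, rose in G4 (camera adjusted p = 0.0461, and adjusted p = 0.39 with an estimated correlation; 0.0844 without WT 2 and 0.0544 without G4 2), and 3 were called when adjusted over the list alone. Prrx1 went from 57 to 176 counts over the 3 libraries of WT and G4, and Col1a1 from 44.0 ± 9.20 to 84.4 ± 4.85 CPM.

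**Figure D3:**
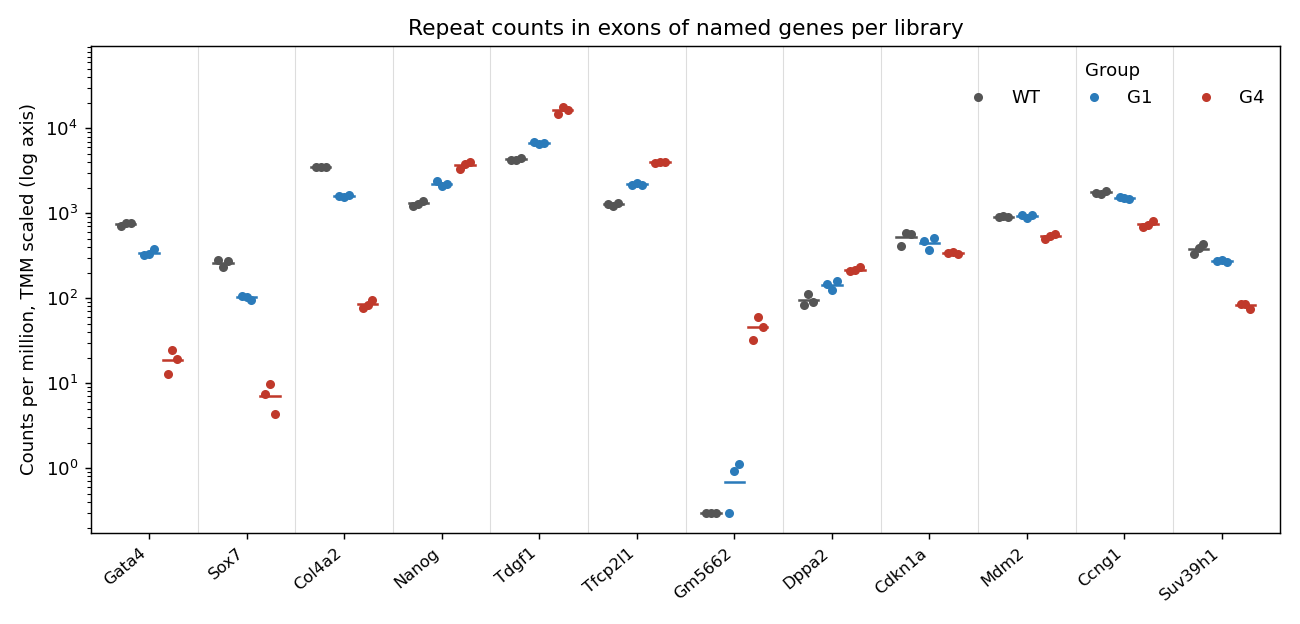
CPM of repeats in the exons of 12 genes (log axis, TMM scaled) in each library, with 1 point per library and a bar at the mean of WT (grey), G1 (blue) and G4 (red), where a value of 0 is drawn at 0.3. Gata4 stood at 747, 343 and 18.8 CPM and Nanog at 1308, 2238 and 3698 CPM in WT, G1 and G4.

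Most tested targets of p53, the factor that answers DNA damage, were lower in G4. Ccng1 fell from 1762 ± 59.5 to 745 ± 55.9 CPM (-1.24, SE 0.07, adjusted p = 4.82e-22, edgeR) and Mdm2, the ubiquitin ligase of p53, from 911 ± 13.6 to 539 ± 36.5 CPM (-0.76, SE 0.08, adjusted p = 2.94e-12, edgeR). Cdkn1a, an inhibitor of cyclin-dependent kinases, fell by 0.61 on the log2 scale, while Rrm2b, a ribonucleotide reductase subunit, rose by 2.16. Of 14 tested members 9 fell and 2 rose (camera adjusted p = 0.0386, and adjusted p = 0.16 with an estimated correlation), and 11 were called when adjusted over the list alone. Suv39h1, which methylates lysine 9 of histone H3, fell from 385 ± 53.9 to 82.6 ± 6.27 CPM (-2.22, SE 0.12, adjusted p = 3.53e-22, edgeR), and Pphln1, a subunit of the silencing complex HUSH, fell by 0.95 on the log2 scale. In the list of such genes 3 of 15 rose and 4 fell (camera adjusted p = 0.745, and 7 adjusted over the list alone), and the list's median of 0.08 and mean of -0.21 differed in sign.

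No other list of genes passed the camera test in G4. Of 25 DNA repair genes 5 rose and 2 fell (adjusted p = 0.556, and 5 adjusted over the list alone), with Mdc1 at 1.1, Chek2, a checkpoint kinase, at 1.06 and Xrcc2 at -0.63. Of 13 inflammatory and interferon genes 4 rose and 6 fell (adjusted p = 0.913, and 10 adjusted over the list alone), with the sensor Cgas at 1.34 and Oasl2 at -2.08. Of 10 apoptosis genes 1 rose and 4 fell (adjusted p = 0.374, and 5 adjusted over the list alone), with Apaf1 at -1.24, and of 15 cell cycle genes 4 rose and 3 fell (adjusted p = 0.556, and 8 adjusted over the list alone), with Aurkb at 0.81. Of 10 imprinted genes 2 rose and 4 fell (adjusted p = 0.454, and 6 adjusted over the list alone), with Peg3 at -1.39, Airn at -2.90 and Rian at 1.01. Of 3 DNA methylation genes, Tet1 (0.90) and Tet2 (0.86) rose (adjusted p = 0.225, and 2 adjusted over the list alone). Of 5 telomerase and shelterin genes Dkc1, which binds the telomerase RNA, rose by 0.82 and Terf2ip, the shelterin subunit RAP1, fell by 1.17 on the log2 scale (adjusted p = 0.913, and 2 adjusted over the list alone), and the list's median and mean of -0.05 went against the direction of the test, which was up. Lists with fewer than 3 tested members were not tested. Mesp2 of mesoderm stood at 1.24 (adjusted p = 0.0298, edgeR, and 0.124 without WT 3, 0.0513 without G4 1, 0.0613 without G4 2 and 0.072 without G4 3, and 1 adjusted over the list alone). Tex11 of the germline genes stood at 0.99 (adjusted p = 0.0406, edgeR; 0.0548 to 0.129 without WT 1, WT 3, G4 1, G4 2 or G4 3, and 1 adjusted over the list alone). Piwil2 and Tdrkh of the piRNA pathway (0 called) were not past the edgeR threshold, with 1 at an unadjusted p under 0.05 and 1 adjusted over the list alone. Primed pluripotency, neuroectoderm and trophectoderm had no tested member. Of the genes the study names beside LINE-1 insertions, Ret held 4 copies with 0, 2 and 4 counts in WT, G1 and G4 and was not tested, and Ostf1 stood at 12.6 ± 6.99 CPM in WT and 26.9 ± 5.52 CPM in G4 (1.09, adjusted p = 0.0101, edgeR; 0.0876 without WT 2 and 0.0568 without G4 3, and 1 adjusted over the list alone). That list was chosen by the study and is not independent evidence.

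In total, 5650 of 13278 tested copies (42.6%) were called between G4 and WT, 2824 of them higher and 2826 lower, and 4065 changed by more than 2-fold. Among subfamilies 397 of 853 were called, 197 higher and 200 lower, and 76 changed by more than 2-fold. Among genes read through exonic repeats 2216 of 4584 were called, 1110 higher and 1106 lower. LTR copies were called most often, 2057 of 3850 (53.4%) with 1137 higher and 920 lower, against 947 of 2395 LINE copies (39.5%), 226 of 515 DNA copies (43.9%) and 2420 of 6518 SINE copies (37.1%). Copies over 5000 bp from any gene were called more often (551 of 992, 55.5%) than exonic copies (3049 of 7224, 42.2%). With libraries scaled by their totals alone the median log2 fold change over subfamilies moved from 0.00 to 0.14, and 286 were higher and 136 lower (67.8% higher in place of 49.6%). Among genes the median moved to 0.12, and 1291 were higher and 913 lower (58.6% higher in place of 50.1%). Folds of 1.5, 2 and 4 simulated for G4 against WT were recovered for 7.69%, 40.8% and 81.2% of changed copies. For changed subfamilies the values were 83.3%, 87.8% and 98.3%. The simulation changed 200 of the 13278 copies and 200 of the 853 subfamilies. The changed share of copies was far below the share called here, so these rates do not describe this contrast.

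The study describes loss of part of chromosome 6 in G4 cells, and the counts along that chromosome were lower in G4 over a long stretch. Between 10 and 80 Mb, bounds chosen after the values were seen, the 227 tested copies had a median log2 fold change of -1.05 against WT, and 85.5% lay below 0. Copies in exons had a median of -0.94 (111 copies), in introns of -1.17 (68 copies) and between genes of -1.22 (48 copies). The 72 genes read through exons there had a median of -0.81, and 88.9% lay below 0. The medians of the 10 Mb windows ran from -1.22 to -0.88, except for -0.37 between 40 and 50 Mb. In windows of 5 Mb the copies between 45 and 50 Mb were not lower (median 0.37, 17 copies), nor were those between 80 and 85 Mb (0.18, 19 copies). Outside these bounds the median was under 0 between 5 and 10 Mb (-0.78, 9 copies), 85 and 90 Mb (-0.38, 67 copies), 90 and 95 Mb (-1.32, 20 copies), 105 and 110 Mb (-0.88, 6 copies), 135 and 140 Mb (-0.49, 6 copies) and 145 and 150 Mb (-0.04, 14 copies). In G1 against WT the median of the 227 copies was 0.10. Relative to the other chromosomes the segment stood at -0.89, -0.99 and -0.93 in the 3 G4 libraries, and between -0.02 and 0.12 in the 6 others. Past 110 Mb the median of 222 copies lay between 0.20 and 0.26 in the G4 libraries and between 0.11 and 0.26 in the G1 libraries. Over the whole chromosome 6 the median was -0.34 (581 copies, camera adjusted p = 0.0524, and adjusted p = 0.00905 with an estimated correlation; 0.0496 without WT 3 and 0.0482 without G4 1).

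**Figure D4:**
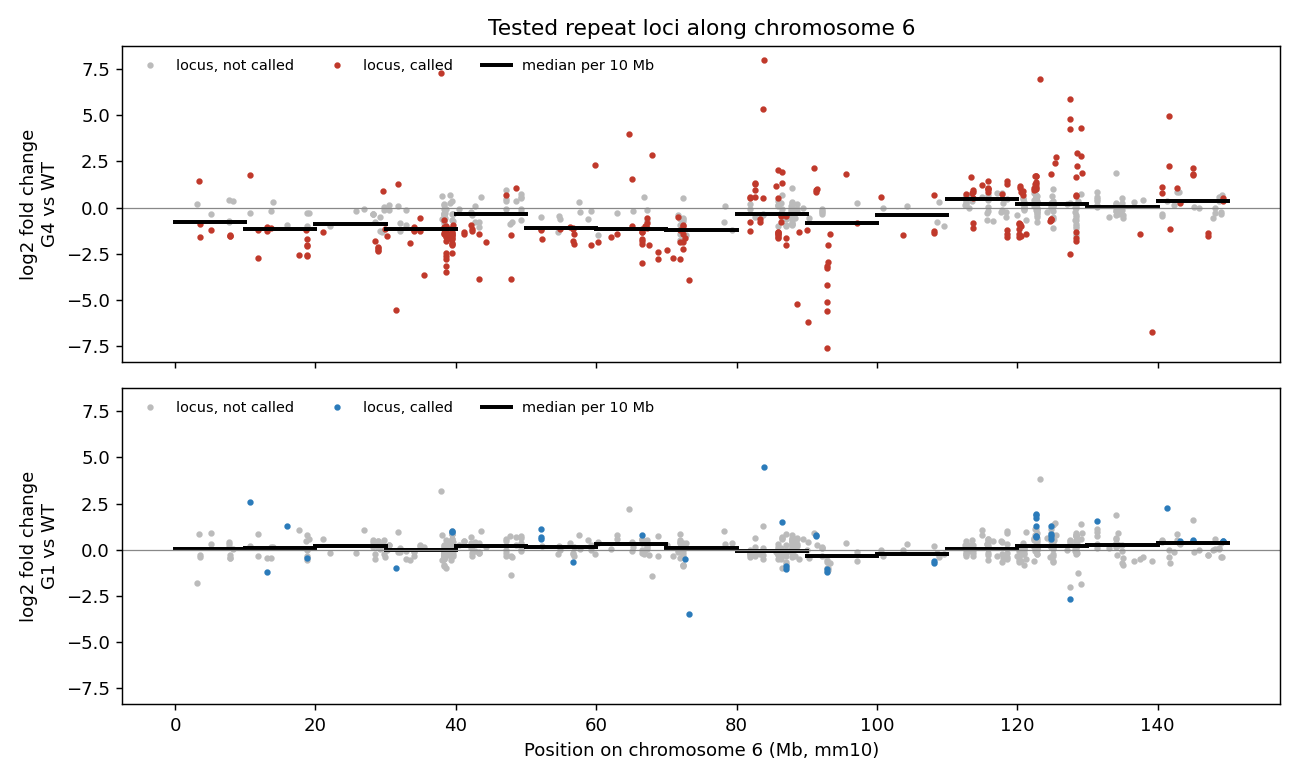
Log2 fold change of each tested copy along chromosome 6 (position in Mb, mm10) for G4 against WT above and G1 against WT below, with called copies coloured, others grey and a black bar at the median of each 10 Mb window. Between 10 and 80 Mb the median was -1.05 in G4 and 0.10 in G1.

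Chromosome Y was the only chromosome past the threshold in G4 against WT at the preset correlation of 0.01. Its 50 tested copies had a median of 0.57 (camera adjusted p = 0.00574, and adjusted p = 0.282 with an estimated correlation), and 29 of them lay in Gm47283. In G1 against WT the same chromosome was lower, with a median of -0.69 (camera adjusted p = 3.45e-06, and adjusted p = 0.232 with an estimated correlation). Of the 50 copies 34 lay between 90 and 100 Mb, where the median in G1 was -0.84. Both medians thus describe mostly that end and not chromosome Y as a whole. Whether reads there came from other places in the genome was not tested. Other windows in G4 were chromosome 12 between 20 and 30 Mb with a median of 1.19 over 91 copies, chromosome 1 between 110 and 120 Mb with 1.1 over 36, chromosome 13 between 60 and 70 Mb with 0.77 over 216, and chromosome 5 between 80 and 90 Mb with -1.11 over 31.

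The study asked whether raised repeats lie near chromosome ends, the sites closest to the shortened telomeres. Its methods describe uniquely mapped reads for this, while the deposited values include reads divided between copies, so what follows is not a repeat of its test. LINE copies that rose in G4 were found within 1 Mb of an end more often than other tested LINEs, 23 of 472 (4.87%) against 23 of 1920 (1.2%), an odds ratio of 4.22 (95% interval 2.24 to 7.95, adjusted p = 5.21e-05, Fisher's exact test). Of these 23 copies 7 lay on chromosome Y, 4 of them in introns of Gm47283, 5 on chromosome 16, 4 on 11, 3 on X, 2 on 18 and 1 each on 2 and 19. Only the Y copies from 730255 and 914507 lay near the start of a chromosome. The others lay near the distal end, so the result at 1 Mb says little about the ends where chromosomes start. Without chromosomes X and Y, a choice made after seeing the data, 13 of 439 remained against 17 of 1751, an odds ratio of 3.11 (1.38 to 6.86, adjusted p = 0.0165, Fisher's exact test). With copies within 10 kb merged into clusters the odds ratio was 3.95 (adjusted p = 0.00751, Fisher's exact test). At 20 Mb the odds ratio of rising LINEs was 1.05 (adjusted p = 0.815, Fisher's exact test). LTR copies that rose had an odds ratio of 1.78 at 1 Mb (adjusted p = 0.057) and 1.27 at 20 Mb (adjusted p = 0.00555, Fisher's exact test), which became adjusted p = 0.0713 with clusters. At 20 Mb, LTR copies that fell (odds ratio 0.699, adjusted p = 0.000131) and SINE copies that fell (0.772, adjusted p = 0.00123) were rarer near ends by Fisher's exact test, and neither was past the threshold with clusters. SINE copies that fell were also rarer at 1 Mb (0.438, adjusted p = 0.0362, Fisher's exact test), which was not past the threshold with clusters or without chromosomes X and Y.

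G1 ESCs were closer to WT, and part of what distinguished G4 was already present in them. Some IAP subfamilies were lower, though the list did not pass. IAPEz-int stood at 28248 ± 617 CPM in WT and 16966 ± 360 CPM in G1 (-0.73, SE 0.04, adjusted p = 1.9e-10, edgeR), and 7 of 22 IAP subfamilies fell and 0 rose (camera adjusted p = 0.102; 0.0302 without G1 2), 8 when adjusted over the list alone. MMERVK10C-int fell by 0.64 on the log2 scale. Some ETn and MusD subfamilies were higher, and that list did not pass either. ETnERV-int rose from 6422 ± 127 to 8924 ± 53.6 CPM (0.47, SE 0.04, adjusted p = 2.89e-08, edgeR) and MMETn-int by 0.50, and 4 of 10 members rose and 0 fell (camera adjusted p = 0.0527; 0.0318 without WT 3, 0.0302 without G1 2 and 0.0178 without G1 3), 4 when adjusted over the list alone. On copies with whole values IAPEz-int, MMERVK10C-int, ETnERV-int and MMETn-int were not called in G1 by edgeR, and ETnERV-int was not called on copies over 5 kb from any gene either. MERVL-int (0.09, adjusted p = 0.262, edgeR) and MT2_Mm (0.11, adjusted p = 0.383, edgeR) were not called. Of the 8 MERVL members 0 were called by edgeR, 2 had an unadjusted p under 0.05, and the list had an adjusted p = 0.102 (camera, and 0 adjusted over the list alone).

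The largest falls among abundant subfamilies in G1 were of IAPEy-int (-1.20, SE 0.29, adjusted p = 0.0104, edgeR; 0.05 without G1 1 and 0.0535 without G1 2), LTR103b_Mam (-1.14, SE 0.09), MTEb-int (-0.92, SE 0.06) and IAPA_MM-int (-0.86, SE 0.16). The largest rises were of MERV1_LTR (0.71, SE 0.15), ERVB4_2-I_MM-int (0.70; adjusted p = 0.0531 without WT 1 and 0.0567 without G1 2, edgeR), ERVB4_1-I_MM-int (0.68; adjusted p = 0.0507 without G1 2, edgeR) and LTRIS4A (0.55, adjusted p = 0.0277, edgeR; 0.0535 to 0.134 without WT 1, WT 2, G1 1, G1 2 or G1 3). L1Md_Gf rose by 0.33 (SE 0.07), and L1Md_T stood at 0.09 (adjusted p = 0.0272, edgeR; 0.169 without WT 1, 0.0969 without WT 3, 0.0577 without G1 1, 0.163 without G1 2), so both members of that list of the study were called, 2 also when adjusted over the list alone. On copies with whole values only LTR103b_Mam and MERV1_LTR of those named here were called by edgeR, and IAPA_MM-int was not among those tested. On copies over 5 kb from any gene MERV1_LTR, ERVB4_2-I_MM-int, LTRIS4A, L1Md_Gf and L1Md_T were not called. Of the 18 ERVB3, ERVB4 and IAPEY subfamilies 3 rose and 3 fell (camera adjusted p = 0.798, and 7 adjusted over the list alone), and their median and mean of -0.01 went against the direction of the test. The other repeat lists had 2 rises among 7 young LINE-1 (adjusted p = 0.798, and 2 adjusted over the list alone), 5 rises and 3 falls among 118 older LINE-1 (0.868, 8), 1 fall among 11 of MMERVK10C (0.511, 1). There were 5 rises among 46 other ERVK (0.511, 5), 6 rises and 8 falls among 107 of ERV1 (0.645, 17), 7 rises and 3 falls among 86 of MaLR (0.461, 10), 2 falls among 14 of B1 (0.511, 2) and 1 rise among 5 of B2 (0.511, 1), where each pair gives the camera adjusted p and the count adjusted over the list alone. The ERV1 and other ERVK lists shared members here too, and so did the young and older LINE-1 lists. Of the 3 B4 members 0 were called by edgeR and 0 had an unadjusted p under 0.05 (camera adjusted p = 0.858). With camera 0 repeat lists passed in G1, and 3 had an unadjusted p under 0.05.

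Among single copies, MMETn-int on chromosome 5 from 88164400 to 88167684, between genes, rose from 112 ± 102 CPM in WT to 723 ± 154 CPM in G1 (2.70, SE 0.31, adjusted p = 1.13e-06, edgeR) and stood at 11.7 ± 6.44 CPM in G4. It had 44.8, 229 and 61.4 CPM in WT 1, WT 2 and WT 3, so the size of the change depends on WT 2. An IAPEz-int copy on chromosome 4 from 127008876 to 127015333 fell from 181 ± 12.9 to 15.2 ± 7.73 CPM (-3.55, SE 0.21, adjusted p = 2.47e-11, edgeR) and stood at 286 ± 20.8 CPM in G4. MLTR31F_MM on chromosome 15 from 97166837 to 97167358, in an intron of Gm32885, and MMERGLN-int on chromosome 15 from 83194189 to 83201743 had log2 fold changes of -3.33 and -2.32. ORR1D2 on chromosome 10 from 66913494 to 66913847, in an intron of 1110002J07Rik, rose by 1.85.

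The genes of primitive endoderm and of pluripotency moved in G1 in the directions seen in G4, by less. Gata4 stood at 343 ± 29.6 CPM (-1.12, SE 0.09, adjusted p = 2.08e-13, edgeR), Sox7 at 102 ± 5.62 CPM (-1.35) and Col4a2 at 1591 ± 41.2 CPM (-1.14), and of 5 members 4 fell and 0 rose (camera adjusted p = 0.00137, and adjusted p = 0.0787 with an estimated correlation, and 4 adjusted over the list alone). Nanog rose by 0.77, Tfcp2l1 by 0.79 and Tdgf1 by 0.62, and of 8 pluripotency genes 5 rose and 0 fell (camera adjusted p = 0.000282, and adjusted p = 0.0787 with an estimated correlation, and 6 adjusted over the list alone). Among fibroblast markers 2 of 4 rose (camera adjusted p = 0.00239, and adjusted p = 0.23 with an estimated correlation, and 3 adjusted over the list alone). DNA methylation genes rose in 2 of 3 cases, with Zfp57, which keeps imprints methylated, at 0.75 (camera adjusted p = 0.0302, and adjusted p = 0.232 with an estimated correlation; 0.0579 without WT 1, 0.0675 without WT 2 and 0.123 without G1 2, and 3 adjusted over the list alone). Only Dppa2 (0.58) of 3 genes of the 2-cell list rose (adjusted p = 0.235, and 1 adjusted over the list alone). Among called genes with a mean of at least 50 counts per library and no overlap between the libraries of the groups, the largest rises were of 1110002J07Rik (2.12), Arl14epl (1.45), Inhba (1.21), the activin A subunit, Mmp9 (1.13), a secreted protease, and Rrm2b (1.04). Under the same limits the largest falls were of AI662270 (-1.78), Tcf23 (-1.39), Sox7, Prss35 (-1.29) and Slc44a3 (-1.27).

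The remaining gene lists with at least 3 tested members did not pass in G1. Of 14 p53 targets 1 rose and 5 fell (camera adjusted p = 0.511, and 7 adjusted over the list alone), with Tnfrsf10b at -0.57, of 25 DNA repair genes 1 rose and 2 fell (0.512, 3). Of 10 apoptosis genes 2 fell (0.43, 6), of 13 inflammatory genes 2 rose (0.179, and 0.0426 without G1 3; 5). Of 15 genes of H3K9 methylation 1 rose and 3 fell (0.417, 5), of 10 imprinted genes 1 rose and 2 fell (0.235, 3) and of 5 telomerase and shelterin genes Dkc1 rose by 0.44 (0.782, 1), each with the camera adjusted p and the count adjusted over the list alone. Of 15 cell cycle genes 0 were called by edgeR and 4 had an unadjusted p under 0.05 (camera adjusted p = 0.638, and 0 adjusted over the list alone), and the median of -0.11 and mean of 0.01 differed in sign. Suv39h1 fell by 0.49 on the log2 scale. The piRNA pathway, with 2 tested genes and a median of 0.955, had 0 called by edgeR and 2 adjusted over the list alone. Germline genes, also with 2 tested, had 0 and 1.

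Over all features, 899 copies (320 higher, 579 lower), 101 subfamilies (47 higher, 54 lower) and 510 genes (210 higher, 300 lower) were called between G1 and WT. The subfamily count was 58 without WT 2, 66 without WT 3, 60 without G1 1, 52 without G1 2 and 59 without G1 3. LINE copies that fell in G1 had an odds ratio of 7.9 within 1 Mb of an end (7 of 59, adjusted p = 0.00156, Fisher's exact test), which was 2.88 (adjusted p = 0.55) with clusters and 0 without chromosomes X and Y, where 0 of 49 lay near an end.

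Of the copies called in both comparisons with WT, 674 changed in the same direction, 173 up and 501 down, and 84 in opposite directions. Independent lists of these sizes would share 191, 68.1 up and 123 down, and a simulated unchanged G1 group gave 0 calls at this threshold, so simulations give no number to set beside them. With a fold over 2 and an unadjusted p, 614 changed in the same direction, where independent lists would share 154 and 20 simulations of unchanged groups against the same WT libraries shared 8.05 on average and 12 at most. The covariance of the log2 fold changes was 0.485, and 0.065 in the simulations. Their correlation was 0.464, no higher than the 0.503 that the shared WT libraries gave in the simulations. The 3 WT libraries could not be split into parts of 2 or more, so part of the excess may come from the shared controls. Among subfamilies 67 changed in the same direction and 14 in opposite directions, and no simulation with shared WT libraries was made for them.

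Tested directly against G1, G4 ESCs differed nearly as much as against WT. MERVL-int rose by 1.28 (SE 0.04, adjusted p = 3.71e-15, edgeR) and MT2_Mm by 1.19, IAPEy-int rose from 13.4 ± 2.86 to 277 ± 48.0 CPM and ERVB4_2-LTR_MM by 3.01 on the log2 scale. L1Md_T fell by 0.62, L1Md_Gf by 0.91 and ETnERV-int by 2.15 on the log2 scale, and LTR103b_Mam (-4.03), RLTR1B-int (-2.55) and MTEb-int (-1.98) were lower. Of these, L1Md_Gf, ETnERV-int and MTEb-int were not called by edgeR on copies with whole values. With camera 0 repeat lists passed, 3 had an unadjusted p under 0.05, and the lowest adjusted p values were 0.0632 for the ERVB3, ERVB4 and IAPEY list of the study (10 of 18 rose and 3 fell, and 13 adjusted over the list alone) and for other ERVK (16 of 46 rose and 6 fell, and 22 adjusted over the list alone; 0.0396 without G1 2), and 0.065 for MERVL (3 of 8 rose, and 4 adjusted over the list alone). The lists of the 2-cell genes (3 of 3 rose, camera adjusted p = 0.0034, and 0.0974 with an estimated correlation, and 3 adjusted over the list alone), pluripotency (6 of 8 rose, 0.0034; 0.109; 6), primitive endoderm (4 of 5 fell, 0.00411; 0.0974; 5) and p53 targets (9 of 14 fell, 0.0161; 0.109; 12) passed in the same test. Platr27, a non-coding RNA of ESCs, rose by 2.42 in G4 against WT and 2.47 against G1, and Plaur, the urokinase receptor, had -3.43 against WT and -3.29 against G1. In all 5077 copies (2523 higher, 2554 lower), 362 subfamilies (166 and 196) and 1980 genes (943 and 1037) were called, and with libraries scaled by their totals 260 subfamilies were higher and 101 lower, and 1156 genes higher and 785 lower. On chromosome 6 the median was -0.44 (camera adjusted p = 0.00166, and 0.00429 with an estimated correlation) and on chromosome Y 1.34 (4.23e-08; 0.125). LINE copies that rose had an odds ratio of 6.45 within 1 Mb of an end (25 of 390, adjusted p = 3.99e-08, Fisher's exact test), with 12 of the 25 on chromosome Y. Without chromosomes X and Y the odds ratio was 2.58 (adjusted p = 0.0868, Fisher's exact test). SINE copies that rose had an odds ratio of 2.21 at 1 Mb (adjusted p = 0.00605, Fisher's exact test), which fell under 1 with clusters or without chromosomes X and Y. At 20 Mb LTR copies that rose had an odds ratio of 1.23 (adjusted p = 0.0351) and those that fell of 0.81 (adjusted p = 0.0487) by Fisher's exact test, and neither was past the threshold with clusters or without chromosomes X and Y. Other lists were not past the camera threshold, and list values differed in sign for MaLR (mean -0.01, test up), B2 (median -0.01, test up) and DNA repair (median -0.09, test up).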

Values the study reported

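The study set its threshold for genes and single copies at a fold of 2 and that for retrotransposons counted on consensus sequences at a fold of 1.5. It described 2 biological replicates of each line for RNA sequencing. From chromatin data, it reported that 512 peaks of H3K9me3 were weaker or gone in G4 cells, and 200 of them (39%) lay in subtelomeric regions, of which 123 were at retrotransposons. It counted 3160 H3K9me3 reads at telomeres in WT and 460 in G4.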

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

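The tests on IAPEz-int, the tests of scaling and of the loss of 1 copy on chromosome 6 and the counts over other splits of the libraries were chosen after the results were seen. The results that open this part changed in opposite directions in G1 and in G4 against the same WT libraries, and the difference was tested as G4 against G1 by edgeR, with the log2 difference given last. Groups of 3 libraries were not tested for single libraries far from the others.

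Among single copies, MMETn-int on chromosome 5 from 88164400 stood at 2.70 in G1 and -3.21 in G4, a difference of -5.91. The sizes of both changes against WT depend on WT 2, with 229 CPM against 44.8 in WT 1 and 61.4 in WT 3. The neighbouring MMETn-int copy on chromosome 5 from 88163234 had 1.45 and -2.37, a difference of -3.82. IAPEz-int on chromosome 4 from 127008876 had -3.55 in G1 and 0.66 in G4, a difference of 4.21. MLTR31F_MM on chromosome 15 from 97166837 had -3.33 and 3.81, a difference of 7.14. Among subfamilies, IAPEy-int had -1.20 in G1 (adjusted p = 0.05 without G1 1 and 0.0535 without G1 2, edgeR) and 3.17 in G4, a difference of 4.36. ETnERV-int had 0.47 and -1.68, a difference of -2.15. ERVB4_1C-LTR_Mm had 0.34 and -0.66, a difference of -1.0. L1Md_Gf had 0.33 and -0.58, a difference of -0.91. L1Md_T had 0.09 (adjusted p = 0.169 without WT 1, 0.0969 without WT 3, 0.0577 without G1 1 and 0.163 without G1 2, edgeR) and -0.53, a difference of -0.62. On whole values the differences of ETnERV-int (0.141, adjusted p = 0.48) and ERVB4_1C-LTR_Mm (0.133, adjusted p = 0.572) changed sign and were not called by edgeR. Over 5 kb from any gene these 2 subfamilies had -2.31 and -1.32 in G4 against WT. On whole values L1Md_T was below 0 in both, with -0.156 in G1 (adjusted p = 0.181, edgeR) and -0.335 in G4. There L1Md_Gf stood above 0 in G4 (0.203, adjusted p = 0.531, edgeR), so the opposite directions of L1Md_T and L1Md_Gf did not hold on those copies. Over 5 kb from any gene L1Md_T had -0.779 and L1Md_Gf -1.073 in G4, and neither was called in G1. Among genes, Inhba had 1.21 in G1 and -0.52 in G4 (adjusted p = 0.176 without WT 2, 0.0839 without G4 1 and 0.123 without G4 2, edgeR), a difference of -1.73. AI662270 had -1.78 and 2.38, a difference of 4.16.

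Of 240 tested IAPEz-int copies 152 fell and 24 rose in G4 against WT. Reads that only move between IAPEz-int copies would leave the sum unchanged. The sum had a log2 fold change of -1.34, which argues against that as the whole cause. Whole-valued copies, with 1.22% of the counts, had -0.28. They were chosen by their counts in these same libraries, so they cannot decide how far IAPEz-int fell. Copies over 5 kb from any gene, with 26.7% of the counts, had -2.65. A smaller share of primitive endoderm-like cells stays open, with bounds set after the ratios were seen: the median ratio of G1 to WT over the falling copies was 0.436 (quartiles 0.298 and 0.643), within the 0.39 to 0.567 of the 4 endoderm genes that fell, but the 53 copies that fell most had 0.342, below it. Gata4 fell from 747 to 18.8 CPM in G4 while 44.7% of the falling copies kept over 10% of their WT level, and Sparc, with 32 counts in WT, rose. Copies missing from the genome of the G4 cells stay open too, as does a difference between the lines, which was not tested, and a test of host transcripts for these copies was foreseen and not run.

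On chromosome 6 between 10 and 80 Mb the counts were lower in G4. Scaling of the libraries would move the other chromosomes alike, and the smallest gap to them in a G4 library was -0.88, which argues against it. A few abundant copies or genes are argued against by 88.9% of the genes there lying below 0. The loss of 1 of 2 copies of the segment may explain part of the pattern, with a median of -1.05 over all copies there, but a single loss between these bounds leaves out the 0.37 between 45 and 50 Mb and the -1.32 between 90 and 95 Mb. The study reports a deletion on this chromosome from exome sequencing of G3 and G4 ESCs, and again from chromosome contacts (Hi-C) in G4 ESCs. The segment was therefore not found independently of the study, and other changes of the G4 line stay open as untested.

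Of the copies called in G4 against WT, exonic pairs in 1 gene changed alike in 99.2% of cases, and called intronic copies changed in the direction of the called exonic repeats of their gene in 93.7% of 379 cases. Both tests were written before their results were seen. For these copies reads of the host gene's own transcript may explain most calls. The 379 were part of 1375 called intronic copies, and the others had no such exonic repeat to compare with.

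Each contrast allows 10 splits of its 6 libraries into 3 and 3, too few for a share under 0.05. The number of splits with as many calls, the real one included, was 1 for copies, for subfamilies, for genes and for gene lists in each contrast. The highest other count was 0 against 5650, 2 against 899 and 0 against 5077 for copies in G4 against WT, G1 against WT and G4 against G1. It was 0 against 397, 0 against 101 and 0 against 362 for subfamilies, 0 against 2216, 1 against 510 and 0 against 1980 for genes, and 0 against 5, 1 against 4 and 0 against 4 for gene lists. For repeat lists 3 splits gave as many in G4 against WT (1 against 1), and 10 in each of the other contrasts, where the real count was 0 and the highest other 1. For chromosomes 5 splits gave as many in G4 against WT and 4 in G1 against WT, each with 1 against 1, and in G4 against G1 the real count was 2 and the highest other 2.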

How the results depend on the processing

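Alternatives that were chosen after seeing the data are those with copies over 5 kb from any gene, whole values, no chromosome 6 or no chromosomes X and Y, and everything at the gene level. Tests of gene rows and factors from gene rows were planned and not run, as the table held no such rows. All 46 called values of named copies kept their call with RLE factors, library totals, DESeq2, looser filters, a replicate block and fits of 2 groups. Of 166 called values of named subfamilies the call ended for 3 with RLE factors, 7 with library totals, 8 with DESeq2 and 2 with the block, and of 207 for named genes for 2, 7, 13 and 4. On whole values 54 of 160 calls of named subfamilies ended and 80 were kept. Of 225 values 3 joined, and 28 that were called in the main fit or on these copies changed sign. Over 5 kb from any gene 31 of 140 ended and 84 were kept. Of 183 values 4 joined, and 29 that were called in the main fit or on these copies changed sign. Sign changes of values called in neither fit were not counted. Leaving out 1 library ended 60 of 996 calls of named subfamilies, 81 of 1242 of named genes and 8 of 84 of lists. The replicate numbers did not pair libraries, with correlations of -0.015 to 0.021 for the 9 pairs, and a block for them gave 5466, 796 and 4833 copies in G4 against WT, G1 against WT and G4 against G1. Unless said otherwise the cause of a change was not tested.

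Counts moved by over 1.5 times as follows, in that order of contrasts. Over 5 kb from any gene, where fewer copies are tested, 496, 76 and 483 copies and 128, 23 and 115 subfamilies were called. A fold over 2 left 429 copies in G1 against WT, 76, 3 and 54 subfamilies and 1188, 119 and 952 genes, and a fold over 2 with an unadjusted p, the study's rule for genes and single copies, gave 78, 6 and 55 subfamilies and 1232, 231 and 997 genes. In G1 against WT, DESeq2 called 568 copies, no filter 457, and whole values 40 subfamilies. Leaving out 1 library gave 52 to 80 subfamilies in G1 against WT (58 without WT 2, 66 without WT 3, 60 without G1 1, 52 without G1 2, 59 without G1 3), which leaves fewer libraries to the test.

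Repeat lists past the threshold numbered 1, 0 and 0. They were 0 to 2, 0 to 2 and 0 to 1 when 1 library was left out (in G4 against WT 0 without WT 1, WT 3 or G4 2 and 2 without WT 2, in G1 against WT 1 without WT 3 or G1 3 and 2 without G1 2, in G4 against G1 1 without G1 2). With the block there were 2 in G4 against WT, with library totals 1 in G1 against WT and 1 in G4 against G1, and with an estimated correlation 0 in G4 against WT. Gene lists numbered 0, 0 and 0 with an estimated correlation, and 4 to 5, 3 to 5 and 4 to 4 when 1 library was left out. Chromosomes past the threshold in G4 against WT numbered 2 with library totals, 2 with a mean of at least 50 counts, 7 with an estimated correlation and 1 to 2 when 1 library was left out (2 without WT 3 or G4 1), and with an estimated correlation 0 in G1 against WT and 7 in G4 against G1. Chromosome 6 in G4 against WT passed with an estimated correlation (-0.345) and library totals (-0.298), ranged from -0.367 to -0.34 when 1 library was left out, and in G4 against G1 did not pass with a mean of at least 50 counts (-0.281).

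Tests near chromosome ends past the threshold numbered 1, 0 and 1 with clusters, 3 in G4 against WT with a fold over 2 and an unadjusted p, 3 and 2 with the distal end only and 2 and 2 with the block in G1 against WT and G4 against G1, and 0 and 1 there without X and Y. Without X and Y the odds ratio of falling LINEs at 1 Mb in G1 against WT was 0 and that of rising SINEs at 1 Mb in G4 against G1 was 0.457, and with clusters the latter was 0.851.

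Changes of direction with library totals are listed only for values called in the main fit or with these totals. With library totals, changes of direction were B3 (0.083 in G4 against WT, 0.061 in G4 against G1), ID_B1 (0.057, 0.09), and in G4 against G1 PB1D7 (0.021) and B2_Mm2 (0.134). The shift of the median of all subfamilies by 0.135 has the size of these.

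Reversals on whole values are listed only for values called in the main fit or on these copies. With only whole values, reversals in G4 against WT were Ricksha_c (-0.704), RMER16-int (0.408), ETnERV-int (0.414), MMERGLN-int (0.142), ERVB4_1C-LTR_Mm (0.292), IAPEY3C_LTR (0.192), L1Md_Gf (0.203), MERVL_2A-int (-0.194), L1Md_A (0.175), PB1D9 (-0.012), MMETn-int (1.486), RLTR13G (0.7) and B1F1 (-1.006). In G4 against G1 they were Ricksha_c (-0.84), RMER16-int (0.363), ETnERV-int (0.141), MMERGLN-int (0.048), ERVB4_1C-LTR_Mm (0.133), MERVL_2A-int (-0.273), L1Md_A (0.13), MTEb (0.074), PB1D9 (-0.019), MMETn-int (1.443), RLTR13G (0.155) and B1F1 (-0.577), and in G1 against WT RMER16-int (0.046), L1Md_T (-0.156) and ERVB7_1-LTR_MM (-0.08).

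Reversals over 5 kb from any gene are likewise listed only for values called in the main fit or on these copies. With only copies over 5 kb from any gene, reversals in G4 against WT were IAPEY4_LTR (-1.426), MTEb (0.454), B1F2 (0.169), B4 (0.058), B4A (0.144), ID_B1 (0.113), ORR1A0-int (-0.23), B1F1 (-0.693), PB1D7 (0.088), L1MB7 (0.656) and MLT1A1 (-0.095). In G4 against G1 they were MTEb (0.204), B1F2 (0.075), PB1D9 (-0.125), B3 (0.003), B4 (0.192), B4A (0.135), RLTR25B (0.334), B1F1 (-0.485), PB1D7 (0.137), B2_Mm2 (0.438) and L1MB7 (0.472). In G1 against WT they were MMERGLN-int (-1.075), MTEb (0.25), ORR1A3-int (-0.153), B1F2 (0.094), B2_Mm1a (-0.125), Lx7 (-0.011) and RLTR25B (-0.482).

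Of simulated 2-fold changes 40.8% were recovered for copies and 87.8% for subfamilies. These levels also differ in dispersion, in the number of tests and in the changed share, with 200 of 13278 copies and 200 of 853 subfamilies. Depth was not varied.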

Other observations

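No test in this part was planned before its result was seen. Copies far from any gene, where a repeat's own transcription is least mixed with that of genes, took 8.20% ± 0.076 of the counts in WT, 8.99% ± 0.146 in G1 and 6.84% ± 0.055 in G4 (SD, n = 3). DNA transposons took 3.67% ± 0.031, 3.50% ± 0.01 and 3.48% ± 0.029. The most abundant single copy held 2.73% to 3.02% of the counts of a WT or G1 library and 0.99% to 1.05% of a G4 library.

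With copies over 5 kb from any gene alone, MERVL-int rose by 2.11 and MT2_Mm by 2.12 on the log2 scale in G4 against WT, and L1Md_T had -0.78. With whole values alone they had 1.30, 1.03 and -0.34. ERVB4_2-LTR_MM had 3.41 and 2.69 and IAPEy-int 0.94 and 0.95 under the same alternatives, and RLTR1B-int -3.56 and -1.04.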
